# Acute microglia ablation induces neurodegeneration in the somatosensory system

**DOI:** 10.1038/s41467-018-05929-4

**Published:** 2018-11-01

**Authors:** Stephen J. Rubino, Lior Mayo, Isabella Wimmer, Victoria Siedler, Florian Brunner, Simon Hametner, Asaf Madi, Amanda Lanser, Thais Moreira, Dustin Donnelly, Laura Cox, Rafael Machado Rezende, Oleg Butovsky, Hans Lassmann, Howard L. Weiner

## Abstract

Previous studies have reported that microglia depletion leads to impairment of synapse formation and these cells rapidly repopulate from CNS progenitors. However, the impact of microglia depletion and repopulation in the long-term state of the CNS environment has not been characterized. Here, we report that acute and synchronous microglia depletion and subsequent repopulation induces gray matter microgliosis, neuronal death in the somatosensory cortex and ataxia-like behavior. We find a type 1 interferon inflammatory signature in degenerating somatosensory cortex from microglia-depleted mice. Transcriptomic and mass cytometry analysis of repopulated microglia demonstrates an interferon regulatory factor 7-driven activation state. Minocycline and anti-IFNAR1 antibody treatment attenuate the CNS type 1 interferon-driven inflammation, restore microglia homeostasis and reduce ataxic behavior. Neither microglia depletion nor repopulation impact neuropathology or T-cell responses during experimental autoimmune encephalomyelitis. Together, we found that acute microglia ablation induces a type 1 interferon activation state of gray matter microglia associated with acute neurodegeneration.

## Abstract (web summary)

Previous studies have shown that depletion of microglia at early developmental stages leads to neuronal death. Here the authors use an inducible system to ablate microglia in adulthood, showing that such depletion leads to ataxia-like behavior and neuronal loss, and identifying the inflammatory components that may contribute.

## Introduction

Microglia are resident immune cells of the central nervous system (CNS) that arise from embryonic yolk sac progenitors that seed the CNS during early development^1^. Microglia are constantly surveying and interacting with neurons and other glial cells to mediate CNS homeostasis^2^. Specifically, microglia have been shown to shape synapse formation and support neurons using contact-independent mechanisms via release of growth factors and neurotrophic factor such as brain-derived neurotrophic factor (BDNF)^3^ and insulin-like growth factor 1 (IGF-1)^4,5^, and also via contact-dependent mechanisms that include CX3CR1-fractalkine^6,7^ and complement-mediated interactions^8,9^. During CNS homeostasis, adult microglia are defined morphologically by small cell bodies and numerous ramified processes, and genetically by expression of homeostatic genes including *P2ry12*, *Fcrls*, *Tmem119, Olfml3* and *Sall*^10,11^. Homeostatic microglia rapidly respond to CNS insults by migrating to and engulfing pathogens or dying cells and upon activation lose their ramified processes, proliferate and secrete cytokines and chemokines to shape the immune microenvironment in the CNS^12^.

Importantly, microglia activation is a hallmark of many neurological diseases including multiple sclerosis (MS), Alzheimer’s disease (AD), Parkinson’s disease (PD) and amyotrophic lateral sclerosis (ALS)^13–15^. However, it remains unclear whether dysfunctional microglia activation initiates and drives the pathogenesis of these diseases or whether neurodegenerative processes, such as neuronal death and protein aggregation, induce secondary microglia activation. Indeed, microglia activation pathways can have both protective or neurotoxic functions, depending on the models, timing, CNS region and techniques studied^13–15^, illustrating the complex role of these cells in mediating CNS homeostasis and the importance of defining the role of specific microglia activation states in the context of acute and chronic neurodegeneration.

In addition to being highly attuned to their environment, studies using parabiotic mice demonstrated that microglia are long-lived and exhibit a capacity for self-renewal that is unique compared to other tissue-resident macrophages such as liver Kupffer cells and intestinal macrophages^16^. Recent studies using chemical inhibitors of colony stimulating factor receptor 1 (CSF1R), a critical signal to maintain microglia survival, found that microglia self-renew from CNS progenitor cells^17^. Moreover, microglia that were ablated using CX3CR1-Cre^*ERT2*^ targeting models and fate-mapping mice confirmed that these cells form self-renewing clusters that can repopulate the CNS in 7 to 10 days^18^.

Microglia depletion using the CX3CR1-Cre^*ERT2*^ system was also reported to trigger motor learning deficits in developing pups^3^. Other studies have demonstrated that ablating microglia during embryonic or early postnatal development induces neuronal cell death in layer V cortical regions^4^. However, it remains unclear how acute microglia ablation and subsequent rapid repopulation of these cells impact on neuronal survival in adult mice and how perturbation of microglia homeostasis alters the CNS inflammatory environment in the long term.

Here, we report that diphtheria toxin (DT)-induced acute and synchronous microglia depletion in adult mice using the CX3CR1-CreER system triggered gray matter gliosis associated with progressive ataxia-like neurological behavior. Notably, microglia-depleted mice exhibited severe injury and loss of neuronal cells in the somatosensory system including the dorsal horn of the spinal cord, the thalamic relay nuclei and the layer IV of the somatosensory cortex. Transcriptomic analysis demonstrated that neurodegeneration was accompanied by activation of the type 1 interferon response. Repopulated microglia isolated from these mice exhibited an interferon regulatory factor 7 (IRF7)-driven activation state and we found that minocycline treatment or blocking type 1 interferon signaling rescued mice from ataxic behavior. Finally, acute microglia depletion and repopulation affect mortality and clinical signs in experimental autoimmune encephalomyelitis (EAE), but does not impact on lesion pathology or the CNS T-cell response and did not alter the neurodegenerative phenotype in the somatosensory system. Taken together, our results demonstrate that severe and synchronous microglia perturbation by DT-mediated ablation induces gray matter neuronal death in adult mice, which is driven by an in vivo type 1 interferon signature.

## Results

### Acute microglia ablation triggers ataxia-like behavior

To deplete microglia, we crossed tamoxifen (TAM)-inducible CX3CR1-Cre^*ERT2*^ mice with flox-STOP-diphtheria toxin receptor mice (iDTR) (Supplementary Fig. 1a). TAM injection in CX3CR1-Cre^*ERT2*+/–^/iDTR^+/–^ mice induced the transient expression of a Cre-recombinase under the CX3CR1 promoter that excised the flox-flanked STOP sequences upstream of the DTR sequence leading to expression of the toxin receptor on the surface of CX3CR1-GFP expressing cells (Supplementary Fig. 1b). Microglia express very high levels of CX3CR1 and have been shown to be specifically targeted using this system by administrating TAM, waiting a minimum of 28 days for peripheral monocytes to be replaced de novo by non-targeted bone marrow-derived progenitors and then injecting DT (Fig. 1a). Using this strategy, we confirmed by immunohistochemical staining of Iba1 (myeloid marker), P2RY12^10,19^ and Mac3 (microglia/macrophage activation marker) in the cortex (Supplementary Fig. 1b) and by flow cytometry that over 95% of microglia (defined as CX3CR1-GFP^+^CD45^int^CD11b^+^Ly6C^–^) were specifically depleted in the brain at day 1 (d1) post DT injection, whereas cells in the spleen were not ablated (Supplementary Fig. 1c–d). As additional controls, we found similar levels of CX3CR1-GFP^+^CD45^+^CD11b^+^Ly6C^–^ cells at d1 post DT in the mesenteric lymph nodes, cervical lymph nodes, liver, bone marrow and colon lamina propria (Supplementary Fig. 1e). Only in the small intestine lamina propria was there a reduction in the percentage CX3CR1-GFP^+^CD45^+^CD11b^+^Ly6C^–^ cells at d1 post DT (Supplementary Fig. 1e) and this could be caused by the slower turnover of intestinal myeloid cells that has been previously reported^20^.

**Fig. 1:**
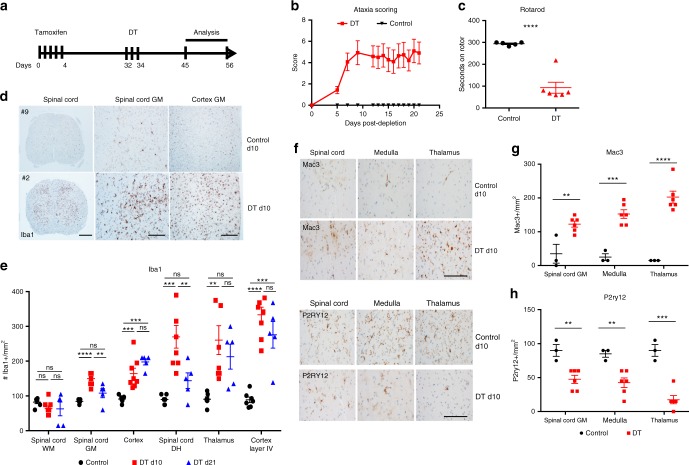
Microglia depletion triggers ataxia and gray matter microgliosis. **a** Schematic outline of TAM and DT treatment strategy to study impact of microglia depletion on neuroinflammation. Microglia-depleted mice (red) exhibited **b** severe ataxia behavior scores compared to littermate control mice (black). **c** Dot plot depicts the seconds on rotarod of mice at d10 post depletion (red) and littermate controls (black). **d** Representative images of Iba1 immunohistochemical staining in spinal cord and somatosensory cortex at d1 post depletion and control animals. Scale bar for spinal cord left column = 200 μm and scale bar for middle and right column = 100 μm. **e** Dot plots depict the average number of Iba1^+^ cells per mm^2^ quantified in control (black), d10 post microglia depletion (red) and d21 post microglia depletion (blue) in spinal cord gray matter (GM), spinal cord white matter (WM), the frontal cortex and the somatosensory system, including the dorsal horn of the spinal cord, the thalamus and the layer IV of the somatosensory cortex. Representative immunohistochemistry of the activation marker Mac3 (**f**) and the homeostatic microglia marker P2ry12 (**h**) in the gray matter of the spinal cord, medulla and thalamus from control and ataxic mice at day 10 post depletion, scale bar = 100 μm. Dot plots depict the average number of Mac3^+^ (**g**) and P2ry12^+^ (**i**) cells per mm^2^ quantified in control (black) and d10 post microglia depletion (red). Representative experiment of three independent experiments. Error bars depict SEM and *n* = 3–7 mice per group. **e** Analyzed by one-way ANOVA with Tukey’ post-hoc test for multiple comparisons and **g**, **i** analyzed with Student’s unpaired *t*-test at 95% confidence interval and ****p < 0.0001, ***p < 0.001, **p < 0.01, ns not significant

Microglia-depleted mice progressively developed severe motor coordination dysfunction similar to spinocerebellar ataxia, including kyphosis, loss of balance and hind limb clasping (Fig. 1b). Ataxic behavior typically began at day 7 and peaked at days 10–14 post depletion. Accordingly, microglia-depleted mice at d10 compared to littermate controls exhibited severe loss of motor function as measured by rotarod testing (Fig. 1c). We observed striking microgliosis in the gray matter of the spinal cord and brain (Fig. 1d, e) by immunohistochemical staining of the microglia marker Iba1. This activation persisted until d21 post depletion. Interestingly, we did not observe increased Iba1 reactivity at d10 or d21 post depletion in the white matter (Fig. 1d, e), suggesting regional differences in restoration of microglial homeostasis after perturbation. Microglial activation was most pronounced in the somatosensory system, including the laminae 1 and 2 of the dorsal horn of the spinal cord, the thalamic relay nuclei and the layer IV of the somatosensory cortex (Fig. 1e, Supplementary Fig. 1f). We found increased expression of the Mac3 (Fig. 1f, g) and lower expression of P2RY12 (Fig. 1h, i) in the gray matter of the spinal cord, medulla and thalamus. Moreover, at d3 post depletion we observed proliferating Iba1^+^ cell clusters confirming the self-renewal capacity of these cells reported in previous studies^17,18,21^ (Supplementary Fig. 2a–b). Accordingly, only microglia from d3 post-depleted mice were proliferating as determined by PCNA^+^ immunohistochemistry and these proliferating clusters were confirmed to be microglia as they were all TMEM119+, a marker microglia-specific marker^10,22^ (Supplementary Fig. 2c, d). We also discovered a modest recruitment of Ly6C^hi^CD11b^+^CD45^hi^ monocytes that peaked at d1 post depletion (Supplementary Fig. 3a–c). Importantly, Ly6C^hi^CD11b^+^CD45^hi^ did not express the microglia markers TMEM119 or CD39, indicating that these were indeed recruited monocytes and Ly6C expression was not upregulated on repopulated microglia (Supplementary Fig. 3d, e). Together, our results demonstrate that the proliferating clusters of remaining cells are microglia; however, a small number of recruited monocytes could be contributing to the pool of repopulated cells.

We observed a significant loss of NeuN^+^ neurons in the somatosensory cortex at d10 post microglia depletion (Fig. 2a). The TUNEL^+^ (terminal deoxynucleotidyl transferase-dUTP nick end labeling-positive) neurons were localized to layer IV of the somatosensory cortex in the ataxic mice at d10 post depletion (Fig. 2b, c), indicating that microglia ablation and subsequent repopulation triggered neuronal apoptosis at this time point. Increased Mac3 staining was observed specifically in the layer IV compared to other layers of the cortex suggesting layer-specific microgliosis (Fig. 2a). Moreover, we found increased GFAP (glial fibrillary acidic protein) but not CNP (2′,3′-cyclic-nucleotide 3′-phosphodiesterase) staining in the somatosensory cortex of d10 post-depleted mice (Supplementary Fig. 4), indicating that microglia ablation triggers astrogliosis but does not impact oligodendrocytes in this region. Densitometric analysis of either the whole cortex or only layer IV demonstrated increase in Iba1 immunoreactivity in the somatosensory and—less pronouncedly—in the motor cortex at d10 post depletion. Increased Iba1 immunoreactivity persisted until d21 (Fig. 2d). Conversely, densitometry of NeuN staining revealed a profound loss of reactivity at d10 but not d21, which was due to atrophy of the entire layer IV by d21 post depletion (Fig. 2e). Importantly, at d1 and d3 post DT injection, there was no observable loss of NeuN staining in the somatosensory cortex (Supplementary Fig. 2d), indicating that the neurodegeneration results from a secondary insult that occurs after microglia depletion and not from direct neurotoxicity by diphtheria toxin. Similar changes, but less severe, were also present in the dorsal horn of the spinal cord and in the somatosensory relay nuclei of the thalamus (data not shown).

**Fig. 2:**
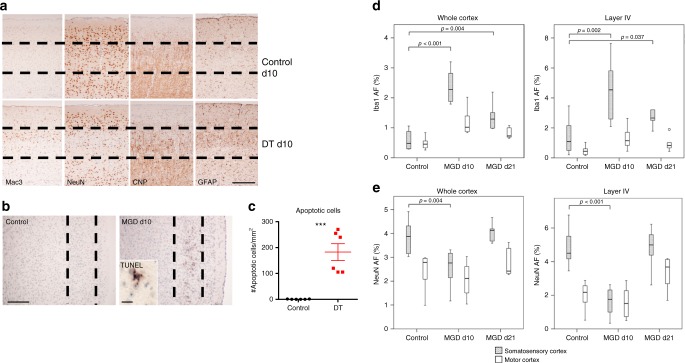
Degeneration of layer IV somatosensory neurons after microglia ablation. **a** Representative immunohistochemistry staining for Mac3, NeuN, CNP and GFAP in the somatosensory cortex in control and d10 post depletion mice. Microglia-depleted animals show increased numbers of Mac3- and GFAP-positive cells, but decreased numbers of NeuN-reactive cells. Dashed lines outline layer IV and scale bar = 100 μm. **b** TUNEL staining in the somatosensory cortex in control and d10 post depletion animals. Dashed line outlines layer IV, scale bar = 100 μm and 10 μm for cropped TUNEL image. **c** Dot plot depicts quantification of number of apoptotic cells per mm^2^ in layer IV somatosensory cortex of d10 post depletion mice (red) and littermate controls (black). Error bars depict SEM and *n* = 5–7 mice group. Analyzed with Student’s unpaired *t*-test at 95% confidence interval and ***p < 0.001. **d**, **e** Densitometric quantification of Iba1 (**d**) and NeuN (**e**) immunoreactivity depicted from whole cortex and layer IV in control, d10 and d21 post depletion animals (gray bars = somatosensory cortex, white bars = motor cortex, MGD = microglia depleted). Box plots depict medians, interquartile ranges (IQR, boxes) and values within 1.5× IQR away from the respective quartile (whiskers). Values that lie outside 1.5× IQR are depicted as circles. Analyzed with Kruskall–Wallis test followed by Mann–Whitney test and corrected for multiple comparisons with Bonferroni Holm test. Staining for the microglia marker Iba1 shows a profound increase of microglia in the somatosensory cortex and in particular in layer IV in animals at day 10 after microglia depletion in comparison to that in control animals or even in the motor cortex of microglia-depleted animals. Neuronal density in the normal cortex and in particular in layer IV is more pronounced in the somatosensory (granular) compared to the motor (agranular) cortex. Significant neuronal loss is only seen in the granular cortex and in particular in layer IV at day 10. The density of neurons in the somatosensory cortex shows comparable values in comparison to controls at day 21 due to profound shrinkage and atrophy of layer IV at this time point

Together, our results suggest that microglia rapidly repopulate the CNS in adult mice after acute and synchronous DT-mediated depletion, and this is associated with a loss of neuronal homeostasis in the somatosensory system.

### Type 1 interferon signature of acute neurodegeneration

To gain further insights into the pathways driving neurodegeneration and acute microgliosis specifically in our model, we isolated RNA from frontal cortical tissues of d10 depleted and non-depleted littermate control mice and performed RNA sequencing (RNA-seq) analysis. 

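Cortical RNA was sequenced from 3 d10 depleted mice, named A4, A5 and A6 here, and 3 littermate control mice, named A1, A2 and A3, with 1 library per mouse. The depleted mice carried CX3CR1-CreERT2 and iDTR, and the control mice carried CX3CR1-CreERT2 without iDTR. The paper's text does not state whether the control mice received diphtheria toxin, so an effect of the toxin itself cannot be set apart here. The authors aligned 75 bp paired-end reads with TopHat, quantified genes with RSEM on known transcripts, normalized with TMM, and deposited FPKM values for 23366 gene symbols, rounded to 2 decimals. The paper states a coverage of 30 M reads per sample, and does not say whether the 2 reads of a pair are counted singly. The low FPKM values of a mouse are whole multiples of what 1 fragment is worth, and their spacing gave about 14.9, 20.4 and 18.2 M fragments behind the values of A1, A2 and A3 and about 13.8, 7.12 and 11.2 M behind those of A4, A5 and A6. The group medians were 18.2 M in control and 11.2 M in depleted mice. The number of genes listed at 0 ran from 5834 in A1 to 7144 in A5. Differences were tested here with limma on log2(FPKM + 1) in the 14385 genes with a mean of at least 0.5 FPKM, with Benjamini-Hochberg adjustment and the paper's threshold of 0.1. Fold changes on this scale understate the change of genes with low FPKM. The paper's own test ran on raw counts according to its methods, while the legend of Fig. 3a names TMM normalized values. Raw counts were not used here. For single genes, an exact two-sided permutation test of 3 mice against 3 cannot give a p-value below 0.1. Of the genes that differ between the sexes, Xist was between 30.9 and 46.7 FPKM in 5 mice and 4.74 FPKM in control mouse A3, and the FPKM of Ddx3y, Eif2s3y, Kdm5d and Uty summed to 5.56 in depleted mouse A4 and to at most 0.16 in each of the other mice.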

We identified 163 differentially expressed (DE) genes using the DeSEQ2 algorithm (Fig. 3a). Of these, 66 genes were significantly downregulated and 97 were upregulated (Fig. 3a). 

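In the FPKM values, 4 of the 14385 genes tested had an adjusted p-value under 0.1 in limma, and 1515 had an unadjusted p-value under 0.05. The latter count was 786, 951 and 885 with A1, A2 or A3 left out, and 1895, 2056 and 1878 with A4, A5 or A6 left out. The 3 control and the 3 depleted mice did not overlap in 17.6% of the genes tested, where chance gives 10%. With array weights, by which limma gives each mouse its own weight, 20 genes passed, and with depleted mouse A5 left out 29 did. The 4 DE genes were Gm20878, Gm21586, BC002163 and 2700060E02Rik, none of which is among the 20 genes that the paper names for these data. Gm20878 lies on chromosome 4 of GRCm38 from 41941572 to 41943124, and Gm21586 on the same chromosome from 42439378 to 42439966. Both were listed at 0 in every control mouse and at the same values, 4.24, 7.87 and 4.94 FPKM, in A4, A5 and A6 (adjusted p = 0.00455 in limma for each, from 0.000239 to 0.0526 over the alternatives). All 264 bases of the Gm21586 transcript are also found in Gm20878 and in Gm13308. The FPKM of Gm13308 was 9.14 ± 3.60 (SD, n = 3) in control and 1.09 ± 1.08 (SD, n = 3) in depleted mice, and the summed FPKM of these 3 genes was 12.5 ± 3.10 (SD, n = 3) in depleted mice, a log2 ratio of 0.45 against the control mice (exact two-sided permutation test, p = 0.3, where 3 mice against 3 give no p-value below 0.1). BC002163 is a processed pseudogene on chromosome 16, from 42955631 to 42955949, with 99.4% of its bases identical to Ndufs5. It was listed at 0 FPKM in A1 and A2 and at 0.23 in A3, and at 26.5, 100.4 and 15.5 FPKM in A4, A5 and A6 (adjusted p = 0.0423 in limma). With A1, A2, A3 or A4 left out it no longer passed, at 0.252, 0.270, 0.166 and 0.103 in limma, and its lowest adjusted p-value over the alternatives was 0.00147. The summed FPKM of Ndufs5 and BC002163 was 186.1 ± 9.75 (SD, n = 3) in control and 172.5 ± 10.6 (SD, n = 3) in depleted mice (exact two-sided permutation test, p = 0.2). Such sums of FPKM are a rough guide, since reads moved between transcripts of unlike length would not keep them constant. 2700060E02Rik, which current annotation names Rtraf, lies on chromosome 14 from 19811351 to 19823824. Its FPKM rose from 49.4 ± 0.405 (SD, n = 3) to 81.1 ± 4.39 (SD, n = 3), a log2 fold change of 0.70 (standard error 0.070, adjusted p = 0.0269 in limma, from 0.00568 to 0.252 over the alternatives), and it no longer passed with any 1 control mouse left out, at 0.252 without A1, 0.186 without A2 and 0.166 without A3. Average-linkage clustering over all genes tested placed depleted mouse A4 apart from the other 5 mice.

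**Figure D1:**
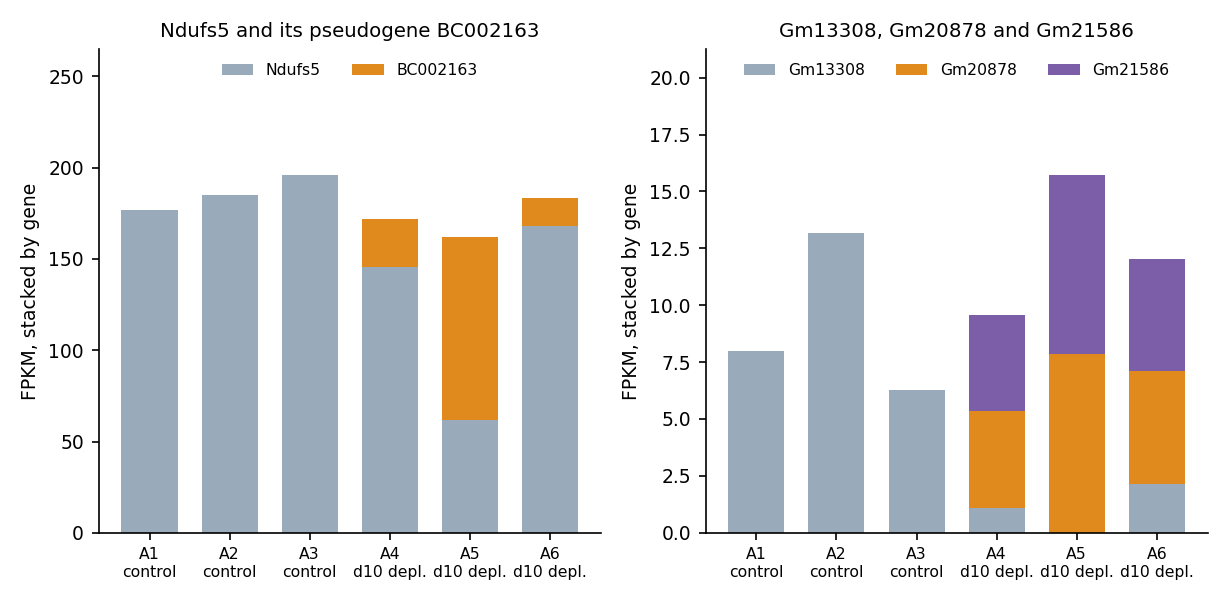
FPKM of genes that share sequence, stacked by gene (vertical axis) for each of the 6 mice (horizontal axis). Bars on the left add BC002163 to Ndufs5 and reach between 162.3 and 196.2 FPKM in every mouse, and bars on the right add Gm20878 and Gm21586 to Gm13308, with Gm13308 alone in the 3 control mice.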

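All 4 genes with an adjusted p-value under 0.1 were upregulated, and 0 were downregulated, while an unadjusted p-value under 0.05 was found for 689 upregulated and 826 downregulated genes, and for 707 and 563 after a correction for GC content that was chosen after the values were seen. The median log2 fold change of all genes tested was -0.0085. Array weights gave 13 upregulated and 7 downregulated genes, and the fit without A5 gave 22 and 7. Among the genes chosen by rule, the downregulated gene nearest to the threshold was Ttr, at 215.5 ± 85.3 FPKM (SD, n = 3) in control and 55.0 ± 12.4 FPKM (SD, n = 3) in depleted mice, a log2 fold change of -1.91 (standard error 0.26, adjusted p = 0.151 in limma). Its adjusted p-value ran from 0.095 to 0.392 over the alternatives.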

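Lists of genes for the pathways that Fig. 3b names were compared between the groups, since Ingenuity was not used here. The type I interferon response list had 46 genes tested, with a median log2 fold change of 1.17 (adjusted p = 1.0e-23 from camera with a preset correlation of 0.01, over 25 lists). All 46 were higher on average in depleted mice, from Oas3, which differed by less than 0.001, to Cxcl10, at 2.69. An adjusted p-value under 0.1 was reached by 31 of them when adjusted over the list alone and by 0 over all genes tested, with 28 at an unadjusted p-value under 0.05. Within the depleted group the list's median was 2.18 in A4, 0.47 in A5 and 0.64 in A6, each relative to the control mean, and with A4 left out its log2 fold change was 0.56. The MHC class I antigen presentation list had a median of 0.52 (14 of 15 genes higher, 6 adjusted over the list alone), or 0.29 without A4. The phagosome list had a median of 0.47 (16 of 18 higher, 8 adjusted over the list alone), or 0.23 without A4. The pattern recognition receptor list had a median of 0.17 (14 of 17 higher, 2 adjusted over the list alone), led by Irf7 and Clec7a, and a median of 0.078 without A4. For the complement list the median was 0.11 (10 of 14 higher, 4 adjusted over the list alone), or 0.053 without A4 and 0.078 without A2, where it no longer passed, and the genes that rose most were C4b, C1qa, C1qb and C1qc. Each of these 5 lists had an adjusted p-value under 0.1 in camera with its preset correlation, as did 15 of the 25 lists. None of the 25 kept it with the correlation estimated from the data, which was 0.92 for the interferon list, and fry kept 1, the choroid plexus list.

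**Figure D2:**
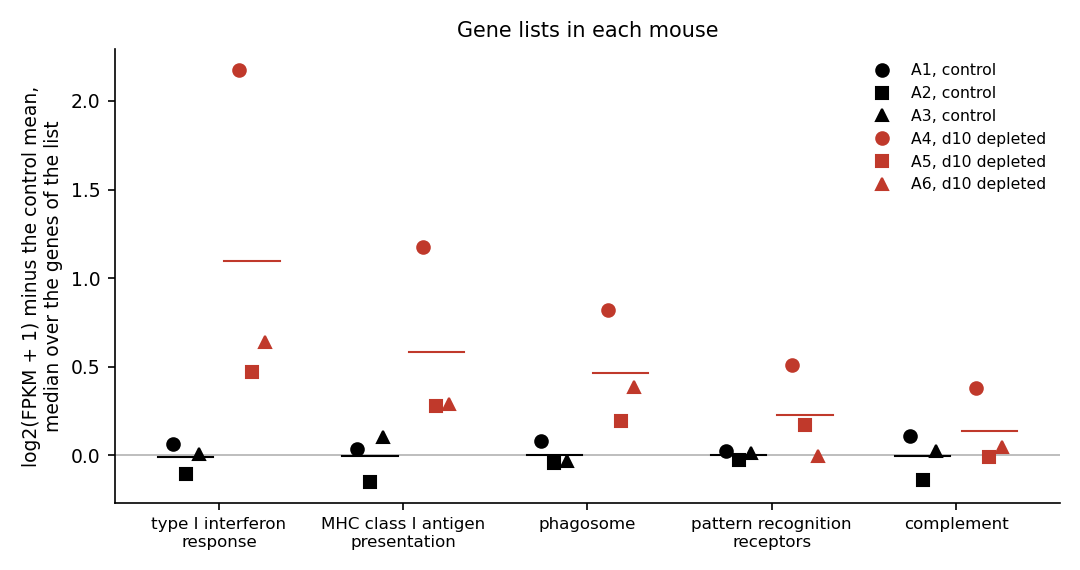
Median over the genes of each list (horizontal axis) of log2(FPKM + 1) minus the gene's mean in the control mice (vertical axis), with a point per mouse and a line at each group's mean. For the type I interferon response list, control mice lie between -0.11 and 0.06 and depleted mice between 0.47 and 2.18, with A4 the highest.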

Using Ingenuity pathway analysis (IPA), we found that the DE genes were strongly associated with inflammatory processes, including pattern recognition signaling, interferon signaling, complement system and antigen presentation pathways (Fig. 3b). Strikingly, 8 of the 10 top activated regulators that were predicted using IPA were type 1 interferon signaling genes (Fig. 3c) including *Irf7, Ifnb1, Ifnar* and *Stat1* and which were strongly predicted to be induced by the anti-viral response (Supplementary Fig. 5). Moreover, many of the genes that were upregulated in our dataset are involved in the type 1 interferon signaling network, including *Stat2, Oas1a* and *Ccl5* (Fig. 3d, Supplementary Fig. 5a). Conversely, most of the downregulated genes were linked to loss of neuronal homeostasis (Supplementary Fig. 5b), including downregulation of homeostatic microglia molecules *Fcrls* and *P2ry12* as well as neuronal homeostasis mediators such as *Igf1* and *Abca2* and upregulation of *Pparγ* expression (Supplementary Fig. 5b).

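The RNA of regulators was measured in the same libraries. Irf7 (chromosome 7, 141262706 to 141266481) was at 1.07 ± 0.654 FPKM (SD, n = 3) in control mice and at 25.8, 4.14 and 3.75 FPKM in A4, A5 and A6, a log2 fold change of 2.12 (standard error 0.60, adjusted p = 0.378 in limma) that fell to 1.30 without A4. Ifnb1 was listed at 0 FPKM in 5 mice and at 0.28 FPKM in A4, under the filter of the test. Ifnar1, taken for Ifnar, was at 8.03 ± 0.653 FPKM (SD, n = 3) in control and 8.01 ± 0.569 FPKM (SD, n = 3) in depleted mice, a difference smaller than the spread between mice. Of the list of interferon ligands and receptors, the 5 genes that passed the filter were Ifnar1, Ifnar2, Ifngr1, Ifngr2 and Mavs, so that no ligand was tested.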

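Stat2 (chromosome 10, 128270559 to 128292849) rose from 6.62 ± 0.554 FPKM (SD, n = 3) to 12.5 ± 5.80 FPKM (SD, n = 3), a log2 fold change of 0.75 (standard error 0.25, adjusted p = 0.396 in limma). Without A4, in which it stood at 19.2 FPKM, the log2 fold change was 0.42. Oas1a (chromosome 5, 120896256 to 120907521) rose from 0.370 ± 0.207 FPKM (SD, n = 3) to 3.26 ± 2.72 FPKM (SD, n = 3), with a log2 fold change of 1.47 (standard error 0.38, adjusted p = 0.370 in limma), or 0.98 without A4. Oas1a shares 47.6% of its 75-base windows with Oas1g. Ccl5 (chromosome 11, 83525778 to 83530518) rose from 0.273 ± 0.0874 FPKM (SD, n = 3) to 7.76 ± 5.02 FPKM (SD, n = 3), a log2 fold change of 2.55 (standard error 0.46, adjusted p = 0.283 in limma). Ccl5 passed the threshold with array weights and without A5, and its adjusted p-value ran from 0.00141 to 0.892 over the alternatives. In each of the 3 genes every depleted mouse was above every control mouse (exact two-sided permutation test, p = 0.1, the smallest that 3 mice against 3 allow). The paper places these 3 genes in the type 1 interferon signaling network, to which most of the regulators predicted by IPA also belong.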

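Fcrls (chromosome 3, 87250758 to 87263738) was at 11.1 ± 2.64 FPKM (SD, n = 3) in control mice and at 3.83, 5.05 and 7.91 FPKM in A4, A5 and A6, a log2 fold change of -0.90 (standard error 0.24, adjusted p = 0.370 in limma). P2ry12, on the same chromosome from 59216272 to 59262871, was at 9.44 ± 0.878 FPKM (SD, n = 3) and 7.18 ± 0.730 FPKM (SD, n = 3), a log2 fold change of -0.35 (standard error 0.11, adjusted p = 0.390 in limma). The list of 17 homeostatic microglia genes that holds both had a median log2 fold change of 0.034, with 11 genes higher, and of -0.029 without A4. Igf1 (chromosome 10, 87858265 to 87937042) was at 1.38 ± 0.257 FPKM (SD, n = 3) in control and 1.38 ± 0.179 FPKM (SD, n = 3) in depleted mice, a log2 fold change of 0.0069 (standard error 0.15, adjusted p = 0.991 in limma). Its direction changed with the mouse left out, from -0.059 without A3 to 0.091 without A2. Abca2 (chromosome 2, 25428703 to 25448540) fell by 0.27 on the log2 scale (standard error 0.080, adjusted p = 0.378 in limma), from 41.1 ± 1.77 FPKM (SD, n = 3) to 34.0 ± 2.23 FPKM (SD, n = 3), and by 0.19 after a correction for GC content that was chosen after its values were seen. Pparg (chromosome 6, 115360951 to 115490399) rose from 1.54 ± 0.140 FPKM (SD, n = 3) to 3.27 ± 0.607 FPKM (SD, n = 3), a log2 fold change of 0.74 (standard error 0.15, adjusted p = 0.293 in limma). It lies 2.29 Mb from Gt(ROSA)26Sor, the locus at which iDTR alleles are inserted. The groups did not overlap in Fcrls, P2ry12, Abca2 and Pparg (exact two-sided permutation test, p = 0.1 for each, the smallest possible), and they overlapped in Igf1. The list of 20 neuronal genes had a median of -0.030, with 8 genes higher, and of 0.015 without A4, and it was led by Nrgn at -0.33 (standard error 0.095, adjusted p = 0.378 in limma).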

**Fig. 3:**
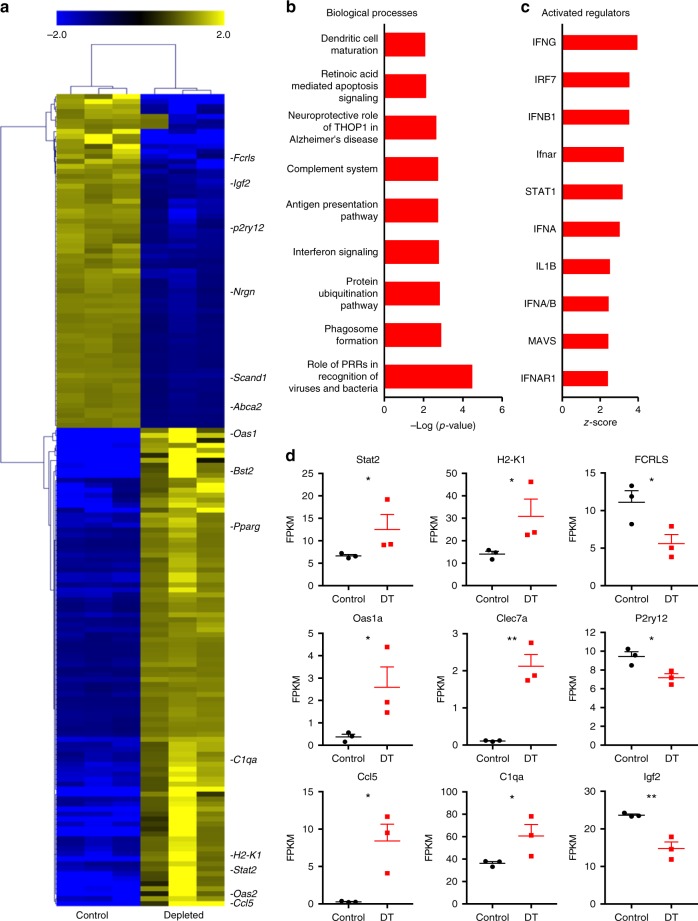
Type 1 interferon inflammatory signature associated with acute neurodegeneration. **a** Heatmap depicts hierarchical clustering of upregulated (yellow) and downregulated (blue) genes in cortical tissue from d10 microglia-depleted mice identified by DeSEQ2 analysis of TMM normalized RNA-Seq values. **b**, **c** Bar graphs depict Ingenuity pathway analysis of the 10 most significant biological processes and predicted upstream regulators of the DE genes in the dataset. **d** Dot plots demonstrate the FPKM (fragments per kilobase million) values in cortical tissue from control (black) and depletion (red). Cortical tissue from ataxic mice demonstrated upregulation of type 1 interferon pathway genes and genes associated with microglia activation, and lower expression of genes associated with a neuronal and microglia homeostasis. Error bars depict SEM and *n* = 3 mice per group. Analyzed with Student’s unpaired *t-*test at 95% confidence interval and *p < 0.05, **p < 0.01

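The remaining genes of Fig. 3d lay apart in the same way, and in all 9 genes of the panel the 3 control and the 3 depleted mice did not overlap. H2-K1 was at 14.1 ± 2.14 FPKM (SD, n = 3) in control and 30.9 ± 13.3 FPKM (SD, n = 3) in depleted mice, with a log2 fold change of 1.01 (standard error 0.25, adjusted p = 0.370 in limma). For C1qa, the means were 36.3 ± 2.75 FPKM (SD, n = 3) and 60.6 ± 17.8 FPKM (SD, n = 3), with a log2 fold change of 0.69 (standard error 0.19, adjusted p = 0.370 in limma). Clec7a was between 0.09 and 0.12 FPKM in control mice and at 2.75, 0.74 and 1.87 FPKM in A4, A5 and A6 (adjusted p = 0.310 in limma). Igf2 (chromosome 7, 142650766 to 142666816) fell from 23.7 ± 0.493 FPKM (SD, n = 3) to 14.8 ± 3.00 FPKM (SD, n = 3), a log2 fold change of -0.66 (standard error 0.13, adjusted p = 0.293 in limma). The readthrough gene Gm49394 of the annotation shares 60.3% of the 75-base windows of Igf2. C1qa, Clec7a and Igf2 passed the threshold without A5, with adjusted p-values of 0.0705, 0.0470 and 0.0705 in limma, against a highest value of 0.892 over the alternatives. Of the genes labelled in Fig. 3a alone, Bst2 rose by 1.74 and Oas2 by 0.79 on the log2 scale (1.17 and 0.32 without A4), and Scand1 fell by 0.57. Among the 19 genes tested of those the paper names, 17 had groups that did not overlap, and 17 had an adjusted p-value under 0.1 when adjusted over the list alone, which is not independent evidence since the paper chose them on these mice. The list of 18 genes of microglia activation had a median log2 fold change of 0.20, with 15 genes higher and 7 adjusted over the list alone, and of 0.11 without A4.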

To further investigate the gene signature we observed in the RNA-seq analysis, we performed microarray analysis on laser-microdissected layer IV tissue from the somatosensory cortex from microglia-depleted and littermate control mice. To serve as an intrinsic control, we analyzed layer IV of the motor cortex from the same animals (Supplementary Fig. 6a–b). We found that the transcriptomic signature of these cortical layer-specific analyses also demonstrated upregulation of innate inflammatory pathways including type 1 interferon signaling (Supplementary Fig. 6c–d). Similar to the RNA-seq data, the majority of the upstream regulators predicted by Ingenuity analysis of the differentially expressed genes in our microarray dataset targeted the type 1 interferon signaling pathway, including *Stat1, Irf7, Ifnar, Ifna1, Ifna2* and *Ifnb1* (Supplementary Fig. 6e).

To investigate the type 1 interferon signature at the protein level, we stained for the interferon-dependent protein OAS1A in microglia-depleted and control animals at d10 post depletion. OAS1A expression was significantly upregulated in microglia and neurons of layer IV of the somatosensory cortex of microglia-depleted animals compared to control animals as well as compared to layer IV of the motor cortex of microglia-depleted and control mice (Supplementary Fig. 7a–b). These results demonstrate a type 1 interferon response specific to regions associated with neuronal death. We next stained for nucleic acids using the 9D5 antibody; nucleic acids are products of dying cells and induce type 1 interferon responses. We observed increased 9D5+ neurons in areas of neurodegeneration, including layer IV of the somatosensory and motor cortex in microglia-depleted mice, but not in control animals (Supplementary Fig. 7c–d).

Taken together, these results demonstrate that a type 1 interferon signaling activation after acute microglia ablation is associated with somatosensory neurodegeneration.

### IRF7-driven activation state of repopulated microglia

In order to investigate the activation state of the repopulated microglia, we sorted CX3CR1-GFP^+^CD45^int^CD11b^+^Ly6C^–^ microglia from d10 post depletion and littermate control mice and measured their activation gene profile using a Nanostring array of 560 immunology-associated genes. Hierarchical clustering analysis of 149 differentially expressed genes revealed a clear distinction between repopulated microglia at d10 compared to littermate controls (Fig. 4a). The 77 upregulated genes were associated with microglia/macrophage activation including RF7, IRF7-dependent genes (*Ifi204*, *Stat2* and *Ifit2*), surface activation markers major histocompatibility complex (MHC) class I (*H2-k1*) and *Bst2*, and type 1 interferon chemokines such as *Ccl5* and *Cxcl10* (Fig. 4b). Many of the downregulated genes were homeostatic microglia genes including the transforming growth factor-β (TGF-β) signaling pathway (*Tgfr1*, *Tgf-β, Smad3*) and surface markers such as *Entpd1* (CD39), *Csfr1* and *Trem2* (Fig. 4c). Importantly, we have previously shown that TGF-β signaling is critical to maintain microglia homeostasis and deletion of CNS TGF-β expression also leads to severe neurological pathology^10^.

**Fig. 4:**
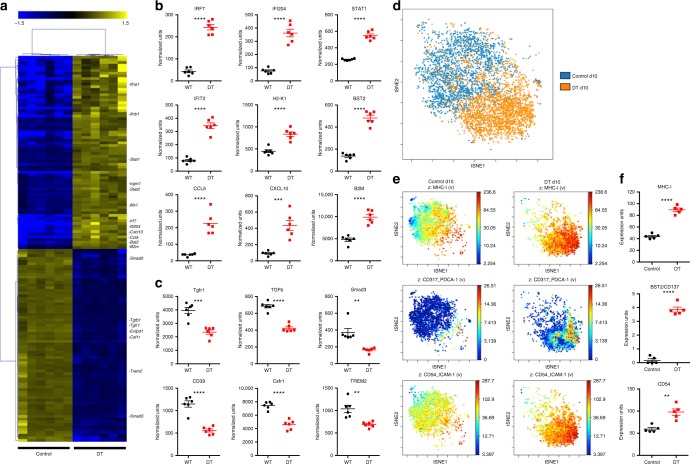
Loss of homeostatic microglia after depletion. CD11b^+^CD45^int^CX3CR1-GFP^+^Ly6C^–^ microglia were sorted from d10 control and d10 post microglia depletion mice and their transcriptome was analyzed using the Nanostring mouse immunology kit. **a** Heatmap depicts hierarchical clustering of significantly upregulated (yellow) and downregulated (blue) genes in microglia from six control and six d10 microglia-depleted mice. **b**, **c** Dot plots demonstrate the relative expression levels in wild-type control (black bars) and d10 post depletion microglia (red bars). **b** Microglia from ataxic mice demonstrated upregulation of type 1 interferon pathway genes: *IRF7, Ifi204, Stat2, Ifit2, H2-K1, B2M, BST2, CCL5, CXCL10*. **c** Microglia from ataxic mice demonstrated lower expression of genes associated with a homeostatic microglia signature *TGFb*, *Tgfr1*, *Smad3, CD39 (Entpd1), Csfr1* and *Trem2*. To assess the activation state of repopulated microglia, control and d10 post depletion CX3CR1-GFP^+^CD45^int^CD11b^+^Ly6C^–^ microglia were analyzed by CyTOF. **d** ViSNE analysis of control and repopulated microglia demonstrated that repopulated microglia cluster differently than controls, indicating a unique activation state of these cells. **e** Expression of MHCI, CD137/BST2 and CD54 in control and repopulated microglia clusters. **f** Dot plots depict quantification of CyTOF expression units for MHCI, CD137/BST2 and CD54 in control (black) and d10 post depletion microglia (red). Representative experiment of two independent experiments. Error bars depict SEM and *n* = 5–7 mice per group. Analyzed with Student’s unpaired *t*-test at 95% confidence interval and ****p < 0.0001, ***p < 0.001, **p < 0.01

Mass cytometry (cytometry by time of flight (CyTOF)) has recently been shown to be an effective method to characterize myeloid cell subsets^23^. We used a CyTOF panel of 33 monocyte/macrophage markers (Supplementary Table 1) to characterize the high-dimensional surface marker expression of microglia at d10 post depletion. Using unbiased ViSNE clustering analysis, we observed a marked difference in clustering of the gated microglia population (Supplementary Fig. 8) between microglia-depleted/repopulated and control mice at d10 post deletion (Fig. 4d), indicating that the repopulated microglia have an altered phenotype compared to control microglia. Specifically, numerous activation surface markers, including MHCI, BST2 and CD54, were significantly upregulated on repopulated microglia (Fig. 4e, f). These results are consistent with the transcriptomic changes we observed in repopulated microglia, and together define a type 1 interferon activation signature of microglia associated with neurodegeneration.

### Blunting inflammation reduces microglia ablation-triggered ataxia

To further investigate the link between the CNS inflammatory response that is induced after microglia depletion and the subsequent neurodegeneration, we treated depleted and control mice with minocycline, a compound that has been extensively shown to limit neuroinflammation^24–26^ (Fig. 5a). Minocycline treatment significantly attenuated ataxia behavior after microglia depletion (Fig. 5b). Gray matter microglia activation as measured by CD68 staining was also attenuated in minocycline-treated mice (Supplementary Fig. 9a–b). However, minocycline treatment did not impact the number of Iba1+ cells that repopulated in gray matter of spinal cord, cortex, layer IV or thalamus (Supplementary Fig. 9c) and did not appreciably reduce neuronal apoptosis in somatosensory cortex at d10 post depletion (Supplementary Fig. 9d). Moreover, minocycline treatment suppressed *Irf7* and the IRF7 responsive genes *Ifi204, Stat2, Ifi35* and Ccl5 (Fig. 5c, d) and the surface activation markers *H2-k1* (MHC class I), *Bst2* and *B2m* (Supplementary Fig. 9e) in microglia sorted from d10 post depletion compared to littermate controls. These findings suggest that the CNS inflammation induced after microglia depletion is necessary for ataxia disease progression.

**Fig. 5:**
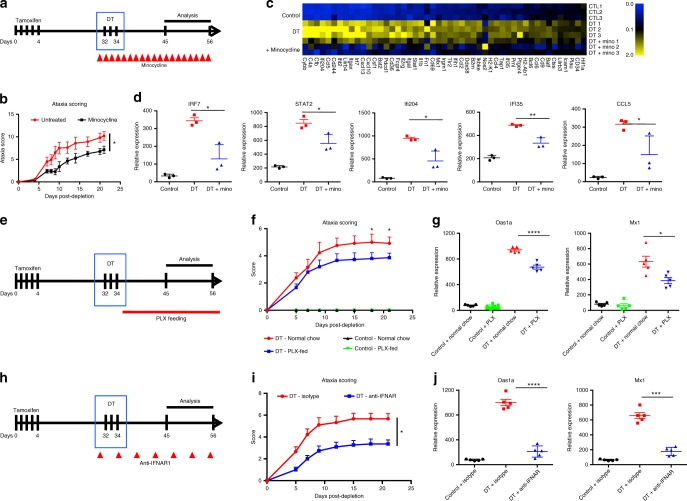
Blunting type 1 interferon-mediated neuroinflammation reverses effects of microglia ablation. **a** Schematic of minocycline treatment to blunt neuroinflammation in microglia-depleted mice. **b** Ataxia behavior scoring of microglia-depleted mice (red) and minocycline-treated mice (black). **c** Heatmap depicts upregulated (yellow) and downregulated (blue) genes in microglia from control, d10 microglia-depleted and d10 microglia-depleted mice treated with minocycline analyzed with Nanostring immunology chip. **d** Dot plots demonstrate the relative expression levels in wild-type control (black), d10 post depletion microglia (red) and d10 microglia-depleted mice treated with minocycline (blue). **e** Schematic of PLX5562 feeding to prevent microglia repopulation in DT-ablated mice. **f** Ataxia clinical scoring of DT mice treated with isotype control (red) or anti-IFNAR1 antibody (blue). **g** Dot plots demonstrate the relative expression levels of the *Oas1a* and *Mx1* in cortical tissue from non-depleted control mice fed control chow (black), control mice fed PLX5562 chow (green), d10 post depletion fed normal chow (red) and d10 post depletion fed PLX chow (blue). **h** Schematic of anti-IFNAR1 treatment to blunt type 1 interferon signaling in DT-ablated mice. **i** Ataxia clinical scoring of DT mice treated with isotype control (red) or anti-IFNAR1 treated mice (blue). **j** Dot plots demonstrate the relative expression levels of the *Oas1a* and *Mx1* in cortical tissue from control (black), d10+ isotype control post depletion (red) and d10 post depletion+anti-IFNAR1 (blue). Representative experiment of two independent experiments. Error bars represent SEM, *n* = 3–5 mice per experiment and dot plots analyzed with unpaired *t*-test at 95% confidence interval, ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05

To determine whether the neuroinflammatory and ataxia phenotypes we observed following microglia depletion were associated with microglial repopulation, we treated DT-depleted mice with the CSFR1 inhibitor PLX5562 (Plexxikon) (Fig. 5e). PLX5562 depletes microglia^21^ and thus would prevent the microglia from repopulating. We found that either control or DT-depleted mice fed the PLX5562 containing chow had reduced numbers of CX3CR1-gfp+ microglia as measured by flow cytometry of whole CNS (Supplementary Fig. 10a). Furthermore, PLX5562 treatment reduced ataxia at d18 and d21 post ablation (Fig. 5f) and reduced type 1 interferon-mediated neuroinflammation at d10 post ablation, as measured by expression of *Oas1a* and *mx1* at d10 post DT (Fig. 5g). Control mice fed PLX5562 diet did not demonstrate signs of ataxia or exhibit upregulation of type 1 interferon responsive genes (Fig. 5f, g), indicating that the phenotype is specific to the acute and synchronous nature of the DT-mediated depletion. While PLX5562 was effective in preventing repopulation of the CNS as measured by flow cytometry, we found more Iba1+ cells by immunohistochemistry (IHC) staining in the somatosensory cortex of DT-depleted PLX5562 mice compared to DT-depleted mice fed a control diet (Supplementary Fig. 10b, d), indicating that the repopulating microglia associated with the layer IV neurodegeneration are partially resistant to CSFR1 inhibition, which may be related to their reduced expression of the receptor (Fig. 4c). We also found that PLX5562 treatment reduced neuronal cell death in the somatosensory cortex at d10 post DT (Supplementary Fig. 10c, d), demonstrating that preventing repopulation of activated microglia attenuates the rate of neuronal loss. Taken together, these results indicate that preventing repopulation of activated microglia reduces the pathology associated with acute DT-mediated microglia depletion.

In order to definitively establish that a type 1 interferon response was crucial for the effects we observed following microglial depletion, we blocked the type 1 interferon pathway using anti-IFNAR antibodies. We found that blocking the type 1 interferon pathway (Fig. 5h) reversed both the ataxia (Fig. 5i) and decreased the expression of the type 1 interferon genes *Oas1a* and *Mx1* in cortical tissue (Fig. 5j). These results indicate that the acute and synchronous ablation of microglia triggers a pathogenic type 1 inteferon-mediated neuroinflammatory response.

### Acute microglia depletion and repopulation in EAE

During EAE, microglia activation is known to precede the onset of lymphocytic inflammation, demyelination, neurodegeneration and clinical signs of disease. We therefore investigated whether the major perturbation of microglia homeostasis would impact acute T cell-driven CNS inflammation. To address this question, we first depleted microglia in CX3CR1-Cre^ERT2+/–^iDTR^+/–^ mice prior to myelin oligodendrocyte glycoprotein (MOG) immunization for EAE. Although we observed worse ataxia clinical signs and increased mortality when microglia were depleted at this time point (Fig. 6a–c), there was no effect on spinal cord pathology as measured by demyelination, CD3, Mac3 and Iba1 staining (Supplementary Fig. 11a, b). Furthermore, EAE-induced T cell-mediated inflammation did not affect the extent and patterns of neurodegeneration in the somatosensory system as we observed increased numbers of apoptotic neurons in DT-depleted mice similar to what we found in the naive state (Supplementary Fig. 11c). Microglia-depleted animals demonstrated signs of ataxia as early as day 3 post induction, which precedes the onset of classic paralytic signs observed in EAE (Fig. 6b). Microglia depletion prior to EAE induction had no effect on peripheral T-cell responses (Suppl. Fig. 12b–d).

**Fig. 6:**
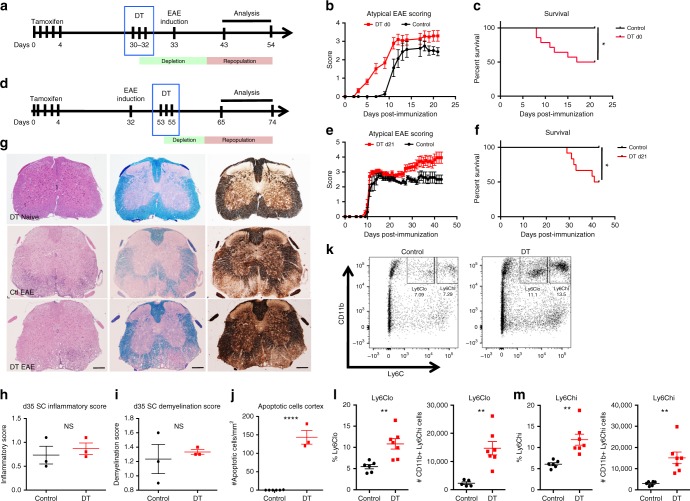
Impact of microglia ablation on experimental autoimmune encephelomyelitis. **a** Schematic of microglia depletion before MOG/CFA-induced EAE. In this experimental paradigm, microglia are depleted preceding immunization. **b** Atypical EAE disease course and **c** mortality of microglia-depleted mice (red) compared to littermate control mice (black) (*n* = 9–13 mice per group). **d** Schematic of microglia depletion at d21 post induction of MOG/CFA-induced EAE. In this experimental paradigm, microglia are depleted during the initial phase and inflammatory peak in EAE. **e** Atypical EAE disease course and **f** mortality of microglia-depleted mice (red) compared to littermate control mice (black) (*n* = 9–15 mice per group). **g** Representative IHC of H&E, Luxol Fast Blue and Silver staining in spinal cord (SC) of naive d10 microglia-depleted mice, d35 EAE from control and mice with microglia ablated at d21 post-EAE induction showing similar EAE-related pathology of inflammation, demyelination and axonal loss between control and microglia-depleted animals. Scale bar = 200 μm. **h**, **i** Quantification of inflammatory score (**h**) and demyelination score (**i**) of SCs at d35 post EAE induction. **j** Dot plot of number of apoptotic cells per mm^2^ in somatosensory cortex at d35 EAE. Representative experiment of two independent experiments. **k** Dot plot of CD11b^+^Ly6^lo^ and CD11b^+^Ly6C^hi^ infiltrating monocytes in the brain at d35 EAE. **l**, **m** Quantification of percentage and cell number of CD11b^+^Ly6C^lo^ (**l**) and CD11b^+^Ly6C^hi^ (**m**) from control and microglia-depleted EAE mice. Error bars depict SEM and *n* = 5–7 mice per group; ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05 and NS not significant

We next depleted microglia in CX3CR1-Cre^ERT2+/–^iDTR^+/–^ mice at the peak of disease (d21) and found that ablation increased mortality and induced disease score (Fig. 6d–f). In addition, to measures of paralysis, we also scored the mice for balance and ataxia, as these were a prominent feature of clinical disease, and are similar to those seen after microglia depletion alone. Surprisingly, microglia depletion at peak EAE had no effect on spinal cord pathology as measured by inflammation, demyelination and axonal injury (Fig. 6g–i). On the other hand, we observed neuronal cell death in the somatosensory system of microglia-depleted animals (Fig. 6j), which mimicked the pathology observed in non-immunized microglia-depleted mice. Depletion at peak EAE did not impact the CNS T-cell response, where we observed similar levels of T helper type 1 and 17 (Th1 and Th17) cells in the spinal cords of both depleted and control mice (Supplementary Fig. 12d, e). Microglia depletion during peak EAE resulted in the loss of CX3CR1-GFP/CD11b^+^CD45^int^ microglia cells (Supplementary Fig. 12f, g) and induced robust recruitment of CD45^hi^CD11b^+^Ly6C^Hi^ and CD45^hi^CD11b^+^Ly6C^lo^ inflammatory monocytes to CNS (Fig. 6l, m). These results demonstrate that microglia depletion in a CD4^+^ T cell-mediated inflammatory CNS environment does not impact CNS T-cell responses directly, but does result in an increased influx of Ly6C^hi^CD11b^+^ inflammatory monocytes and delayed repopulation of CX3CR1-GFP/CD11b^+^CD45^int^ microglia compared to naive mice, which is line with previous work demonstrating differing dynamics of CNS myeloid cell recruitment and proliferation under defined host inflammatory conditions^27–29^.

Taken together, microglia depletion in the context of EAE does not affect the development and severity of white matter T-cell inflammation or change the pattern of neurodegeneration in the somatosensory system.

## Discussion

We have found that acute and synchronous microglia depletion followed by repopulation with a dysregulated type 1 interferon activation phenotype contributes to neurological dysfunction and acute neurodegeneration. Specifically, severely perturbing microglia homeostasis by DT-mediated ablation in adult mice triggers a type 1 interferon-defined inflammatory cascade that results in neurodegeneration. These results expand upon previous work that showed neurodegeneration in layer V cortex as a consequence of microglia perturbations during embryonic and early postnatal (d1–3 after birth) development^4,30^. However, the inflammatory environment in these studies was not examined.

Moreover, we identified an IRF7-driven activation signature in repopulating microglia isolated from ataxic mice. Importantly, this activation signature did not follow the classic M1/M2 myeloid cell activation paradigm. Other studies have also reported unique microglia activation states in neurodegenerative diseases^31^. Recently, higher expression levels of IRF7 and type 1 interferon pathways were found to be associated with the aging brain, cognitive decline and neurodegeneration^32^. Indeed, IRF7 and downstream genes such as *Ifit2* and *Bst2* were also found to be upregulated in microglia in vivo from aged mice and demonstrated regional differences in the CNS^33^. In vitro, IRF7 was recently shown to control the activation state of microglia and responsiveness to TGF-β^34^. Deficiency in USP18, an upstream regulator of IRF7, also results in aberrant CNS interferonopathy^35,36^. Collectively, these studies suggest that IRF7 is a critical transcription factor regulating aberrant microglia activation states.

The gray matter microglia activation that occurs after depletion is consistent with previous observations of gliosis following microglia repopulation using a different CX3CR1-Cre^*ERT2*^ mouse line^18^. As compared to this study, we obtained rapid depletion after DT injection (95% of all microglia) that resulted in a large pool of cells that died over a short period of time. It is important to note that we utilized a non-physiologic tool to rapidly ablate 95% of the microglia in the entire CNS. The neurologic and inflammatory phenotype we observed is specific to the acute and synchronous nature of the ablation we used as this phenotype is not observed with CSFR1 inhibitors such as PLX5562. However, focal ablation of microglia, with subsequent rapid repopulation, has been shown to occur in instances of stroke^37^. In light of our findings, it may be relevant to investigate how microglia-regulated type 1 interferon responses modulate focal neurodegeneration in models of stroke, traumatic brain injury and viral infection.

Dying cells release a number of damage-associated molecular patterns (DAMPs), such as adenosine triphosphate (ATP) and DNA, that are known to activate downstream pattern recognition receptor signaling pathways, including Toll-like receptors and Nod-like receptors^38^. Indeed, DNA and RNA are potent inducers of IRF3 and IRF7 innate type 1 interferon response pathways downstream of cytosolic RIG-I/MDA-5 receptor signaling pathways^38^. Thus, the acute depletion of 95% of microglia in the CNS could theoretically trigger a robust nucleic acid DAMP-mediated inflammatory cascade, resulting in the global type 1 interferon response we observed in layer IV of the somatosensory cortex, which is supported by our staining of 9D5+ nucleic acids in the somatosensory cortex at d10 post depletion. Both neurons and astrocytes have been shown to secrete type I interferon during chronic EAE^39^ and in response to nucleic acid DAMPs^40^, and recent findings report that neurotoxic astrocytes can be induced by activated microglia^41^.

The precise role that microglia play in the pathogenesis of EAE is unclear. Microglia become activated during EAE and express higher levels of antigen presentation molecules such as MHC I and II and costimulatory markers such as CD80 and CD86^42^. Moreover, inhibiting microglia activation pathways have been shown to limit the severity of EAE^43^. Studies have also shown that arresting microglia cell proliferation by injecting ganciclovir in CD11b-HSV-TK-targeted mice reduced EAE pathology^44^, although other studies have demonstrated that ganciclovir treatment on its own non-specifically attenuates EAE^45^. Recent studies have proposed that infiltrating Ly6C^Hi^CCR2^+^ monocytes, and not microglia, act in concert with myelin-specific T cells to drive spinal cord pathology in EAE^46,47^. In our study, microglia were depleted prior to EAE or at a time of maximal EAE-induced CNS inflammation. Despite this, we did not observe differences in EAE-related T cell-mediated inflammation, demyelination or neurodegeneration in the spinal cord. Similarly, the EAE-related inflammatory response did not affect neurodegeneration associated with microglia repopulation and whether CD8^+^ T cells or B cells would amplify the neurodegeneration in our model is unclear^48^. Moreover, microglia depletion during active EAE led to a recruitment of Ly6C^Hi^ monocytes to the CNS, which is in line with a previous study that demonstrated increased Ly6C^Hi^CCR2^+^ monocyte recruitment to the CNS during inflamed conditions (^27–29^). In our EAE experiments, brain and spinal cord were pooled for each mouse and it would be of future interest to dissect regional differences in Ly6C^Hi^ monocyte recruitment after microglia depletion and repopulation.

Type 1 interferons have been used as a treatment for MS. Thus, it is notable that the upregulated CNS type 1 interferon response induced by microglia depletion/repopulation did not have a beneficial effect on EAE pathology. Consistent with this, a recent study described a novel type II EAE that exhibited high CNS levels of type 1 interferon and increased neuronal damage and refractoriness to type 1 interferon treatment^49^. Moreover, studies using progressive models of EAE have reported higher expression of type 1 interferon pathways during the chronic phase of disease^39^. Thus, studying type 1 interferon signaling pathways in MS could lead to a deeper understanding of MS disease subtypes^50^.

A growing number of neurological diseases are characterized by overactive type 1 interferon responses, termed interferonopathies, including Aicardi–Goutieres syndrome^51^ and Down’s syndrome^52^. Indeed, Aicardi–Goutieres syndrome is caused by mutations in nucleic acid-sensing genes^53–55^, such as TREX1 and MDA5, that result in aberrant cellular responses to RNA and DNA products^56^. More recently, defects in the gene senataxin, which is associated with ataxia and oculomotor apraxia, was demonstrated to result in a fully dysregulated innate type 1 interferon pathway^57^. Additionally, defects in RNA processing have been associated with gene signatures observed in neurodegenerative models^33^. Consistent with our results, recent studies have demonstrated links between microglia type 1 interferon and neurodegeneration. Specifically, microglia in lupus have been shown to become pathogenic in a type 1 interferon manner^58^, microglia sorted from Alzheimer disease amyloid precursor protein (APP)-transgenic mice demonstrated a type 1 interferon profile^59^ and inhibiting type 1 interferon signaling in microglia was shown to blunt age-related deficits^60^.

In conclusion, our study provides direct evidence that microglia dysfunction, type 1 interferon signaling and neurodegeneration are linked and suggest that therapeutic strategies targeting type 1 interferon responses may be of benefit in selected neurological diseases.

## Methods

### Mice

C57BL/6 wild-type, CX3CR1-Cre^ERT2^, CX3CR1-Cre^ERT2+/–^iDTR^+/–^ and littermate CX3CR1-Cre^ERT2+/–^ mice were originally purchased from Jackson Labs. Age- and sex-matched CX3CR1-Cre^ERT2+/–^iDTR^+/–^ and littermate CX3CR1-Cre^ERT2+/–^ mice were injected with TAM (Sigma) dissolved in peanut oil and mice were injected intraperitoneally (i.p.) with 10 µg of TAM for 5 consecutive days. Microglia depletion was induced by injection of 1 µg/mouse of diphtheria toxin (Sigma) for 3 consecutive days. Minocycline is tetracycline derivative that has been extensively studied to blunt neuroinflammation by inhibiting caspase-1, caspase-3 and p38 mitogen-activated protein kinase signaling pathways. Minocyline injections were performed as previously described^24^. Briefly, minocycline was injected i.p. at 50 mg per kg of body weight twice daily for the first 2 days, then once daily for the 25 mg per kg of body weight for the duration of the experiment. The CSFR1 inhibitor PLX5562 (graciously provided by Plexxikon) was prepared in the chow and administered ad libitum as described previously^21^. Anti-IFNAR antibodies and isotype (Bioxcell) were administered as previously described^58^. Briefly, 250 µg was injected i.p. 1 day prior to DT injection and every fourth day thereafter. Sample size calculations and randomization was not performed and the investigators were not blinded for in vivo experiments. Mice were housed and treated in a conventional specific pathogen-free (SPF) facility at the Harvard Institutes of Medicine (HIM) and at the Building for Transformative Medicine (BTM) SPF animal facilities according to the animal protocol with the full knowledge and permission of the Standing Committee on Animals at the HIM and the Brigham and Women’s Hospital Institutional Animal Care and Use Committee (BTM).

### Ataxia scoring

Ataxia scoring was performed according to a previously established protocol^61^. Briefly, 4 individual tests are scored on a scale of 0–3, with 0 representing no phenotype and a score of 3 being the most severe manifestation, and then aggregated to a maximal score of 12. The individual parameters are: a ledge test, hind limb clasping, gait and kyphosis. Each test was performed at least 3 times.

### Experimental autoimmune encephalomyelitis

EAE was induced by immunization with 100 µg per mouse of MOG_35–55_ peptide emulsified in CFA (Difco Laboratories) and i.p. injection of pertussis toxin (150 ng per mouse; List Biological Laboratories, Inc.) on days 0 and 2. Clinical signs of EAE were assessed according to the atypical EAE scoring system described previously^62^. Briefly, atypical EAE is scored as: 0, no disease; 1, decreased tail tone or mild balance defects; 2, hind limb weakness, partial paralysis, or severe balance defects that cause spontaneous falling over; 3, complete hind limb paralysis or very severe balance defects that prevent walking; 4, front and hind limb paralysis or inability to move body weight into a different position; 5, moribund state.

### Rotarod

Rotarod testing was performed as previously described^63^. Briefly, mice were placed on the Rotarod at a starting speed of 4 rpm with an acceleration rate of 40 rpm. Total time spent on the Rotarod was measured up to a maximum of 300 s.

### Immunohistochemistry

Mice were killed and transcardially perfused with 20 ml of ice-cold Hank's Balanced Salt Solution (HBSS). CNS tissue was removed and fixed overnight in 4% paraformaldehyde (PFA) at 4 °C and the next day the tissue was transferred to phosphate-buffered saline (PBS). Fixed paraffin tissue blocks were cut into 5 µm thick sections, which were collected on glass slides. Immunohistochemical stainings were performed against the targets NeuN (MAB377, Millipore), P2ry12, Iba1 (PAS-27436, Thermo Fisher), Mac3 (553322, Pharmingen), GFAP (Z0334, Dako), anti-myelin CNP (Smi 91, BioLegend), Oas1a (sc-365072, Santa Cruz) and 9D5 (gift by Dr Howard Lipton) TMEM119 (ab209604 Abcam). Briefly, the slides were deparaffinated with xylene and washed in 96% ethanol prior to blocking of endogenous peroxidases in methanol containing 1% H_2_O_2_. Subsequently, the slides were rehydrated in a series of descending ethanol concentrations (96%, 70%, 50%). Next, heat-induced epitope retrieval was achieved by incubation of the sections in either EDTA buffer pH 8.5 (P2ry12, Iba1, Mac3, GFAP, CNP) or citrate buffer pH 6.0 (NeuN, Oas1a) for 60 min in a household food steamer. Sections were blocked for 20 min with 10% fetal calf serum (FCS) diluted in Dako wash buffer (DAKO) and then incubated with primary antibodies diluted in FCS/DAKO overnight at 4 °C (NeuN 1:250; P2ry12 1:2500; Iba1 1:3000; Mac3 1:150; GFAP 1:3000; CNP 1:2000; Oas1a 1:100; 9D5 1:5000). The following day, sections were washed 3 times in tris-buffered saline (TBS) and appropriate biotinylated secondary antibodies diluted in 10% FCS/DAKO were incubated at room temperature for 60 min. After a TBS washing step, avidin-peroxidase was diluted 1:500 in 10% FCS/DAKO and applied for 60 min. After washing, sections were developed with 3,3'-diaminobenzidine (DAB) 1:50 in PBS supplemented with 1:300 H_2_O_2_. Counterstaining with hemalaun and Scott’s solution was performed to stain the cell nuclei blue. Finally, the slides were dehydrated in an ascending ethanol series and mounted with Eukitt. Manual counting was done with a morphometric grid in the eyepiece using the 40× objective of a conventional light microscope (Olympus BX50). Cell numbers were determined within six microscopic fields in motor cortex regions, sensory cortex regions and spinal cord. The number of cells per grid was calculated to cells per mm^2^. For digital optical densitometry, high-resolution images (2560 × 1920 pixels; 1.52 × 1.14 mm to cover the entire depth of the cortex) of immunohistocehmical stainings were obtained in motor and somatosensory cortical regions using a Nikon DS-Fi1® digital camera mounted on a Reichert Polyvar 2® microscope with the 4× objective using the Nikon NIS Elements® software version 3.10. Images were acquired under standardized conditions by controlling the lamp brightness and camera white balance before each imaging session when no slide was under the objective. The area fraction (AF) of the stainings was determined using ImageJ® version 1.43r (16). To separate blue hemalaun counterstaining from brown DAB staining, a color deconvolution plug-in (freeware kindly provided by A.C. Ruifrok, NIH) was run using the vector H-DAB. Resulting red channels containing the dissected DAB signal were converted into 8-bit gray scale images. To assess the AF of the stainings, the mean gray value of each image was subtracted from every pixel in that image for background removal. Subsequently, a threshold of 60/255 was set, resulting in a black and white matrix, with black pixels reflecting cellular staining. The AF was determined as percentage of black pixels in the images.

### Confocal imaging

Mice were killed and transcardially perfused with 20 ml of ice-cold HBSS. CNS tissue was removed and fixed overnight in 4% PFA at 4 °C. The next day the brains were transferred to 30% sucrose solution and then flash frozen on dry-ice and stored at −80 °C until sectioning. Then, 10 µm sections were blocked in 5% goat serum, M.O.M.™ Mouse Ig Blocking reagent (Vector laboratories) containing 0.3% Triton™ X-100 (Sigma-Aldrich), and incubated overnight at 4 °C with following antibodies: GFAP (chicken, 1:500, Abcam), IBA-1 (rabbit, 1:200, Dako), Nestin (mouse (rat-401), Millipore). The next day, sections were washed 3 times, and incubated with an appropriate fluorophore-conjugated goat secondary antibodies (1:1000; Abcam) for 1 h at room temperature. Six animals per group were used. Images were taken using a LSM 710 Zeiss confocal microscope.

### Flow cytometry and cell sorting

These purification procedures are based on previously described dissociation and purification protocols^10^. Isolated CNS cells were incubated with anti-mouse CD16/CD32 for 15 min on ice to block the Fc receptors, and stained with fluorochrome-conjugated antibody for CD11b (M1/70), CD45(90), CD3 (145-2C11), CD4 (GK1.5) and Ly6C (HK1.4). Microglia were sorted on a BD FACS Aria II as CX3CR1-GFP^+^CD11b^+^ cells with low CD45 and low Ly6C expression (CX3CR1^+^CD11b^+^/CD45^low^/Ly6C^low)^.

### Intracellular FACS staining

For intracellular cytokine staining, cells were stimulated for 6 h with phorbol 12-myristate 13-acetate (50 ng per ml; Sigma), ionomycin (1 µg per ml; Sigma) and monensin (GolgiStop; 1 μl per ml; BD Biosciences). After staining of surface markers, cells were fixed and permeabilized according to the Foxp3 Fixation/Permeabilization (Ebioscience) manufacturer’s instructions.

### Mass cytometry (CyTOF)

A single suspension of mouse non-parenchymal cells were stained with the viability marker cisplatin, then blocked with rat-anti mouse CD16/32 (BD clone 2.4G2) and stained with the metal-coupled antibody panel described in Suppl. table 1. The next day, cells were washed and incubated with DNA-Intercalator solution, then washed in MilliQ water (low barium) and resuspended with 1:10 dilution of EQ beads (for normalization). Samples were acquired and normalized on a CyTOF2 (Fluidigm, Inc.) running the Helios platform. Normalized data were imported to Cytobank, where gating was performed as described in Supplementary Fig. 5 and ViSNE analysis was performed as described previously^64^.

### RNA-sequencing

RNA from cortical tissue was isolated using Trizol extraction as previously described^65^. Total RNA samples were QC’d by Agilent Bioanalyzer for RNA Integrity Scores (RIN > 8), and normalized by Nanodrop to a minimum of 5 ng/μl and 250 ng. Libraries were constructed using Illumina’s TruSeq kit with Poly A selection, pooled and sequenced on the Illumina NextSEQ with 75 bp paired-end reads to a read coverage of 30 million reads per sample. RNA-seq reads were aligned using Tophat^66^ and RSEM-based quantification using known transcripts performed^67^, followed by further processing using the Bioconductor package DESeq in R^68^. The data were normalized using the trimmed mean of M-values (TMM) normalization, a simple and effective method for estimating relative RNA production levels from RNA-seq data^67^. The TMM method estimates scale factors between samples that can be incorporated into currently used statistical methods for DE analysis. Post-processing and statistical analysis was carried out in R^67^. DE genes were defined using the differential expression pipeline on the raw counts with a single call to the function DESeq^68^ (adjusted *p* value < 0.1).

### Nanostring analysis

RNA from sorted microglia was isolated using mirVana RNA isolation kits (Thermo Fisher) according to the manufacturer’s protocol. Then, 50–100 ng of total RNA was hybridized with reporter and capture probes for nCounter Gene Expression code sets (Mouse Immunology Codeset) according to the manufacturer’s instructions (NanoString Technologies). Data were normalized to spiked positive controls and housekeeping genes (nSolver analysis system). Transcript counts less than the mean of the negative control transcripts plus 2 standard deviations for each sample were considered background.

### Ingenuity

Data were analyzed through the use of IPA (Ingenuity® Systems). Differentially expressed genes (with corresponding fold-changes and *p* values) were incorporated in canonical pathways and bio-functions and were used to generate biological networks.

### T-cell thymidine incorporation

Splenocytes were cultured in X-VIVO medium and were plated for 72 h at a density of 5 × 10^5^ cells per well in the presence of MOG_35–55_ peptide. During the final 16 h, cells were pulsed with 1 Ci [3 H]thymidine (PerkinElmer) followed by collection on glass fiber filters and analysis of incorporated [3H]thymidine using a counter (1450 MicroBeta TriLux; PerkinElmer).

### Quantitative real-time reverse transcription–polymerase chain reaction (qRT-PCR)

EXPRESS One-Step SuperScript qRT-PCR kit (Thermo) was used according to the manufacturer’s protocol for qPCR analysis. TaqMan probes (Thermo) were used for *oas1a* (Mm00836412_m1) and *mx1 (*Mm00487796_m1).

### Laser microdissection

Fixed tissue blocks of paraffin embedded tissue were cut into 8 µm thick sections, which were collected on membrane slides and dried with desiccant under RNase-free conditions at room temperature for a minimum of 3 days. Prior to laser microdissection, the brain sections were dewaxed by two incubations with xylene (each for 2 min) followed by a washing step with iso-propanol for 45 s. The tissue sections were covered for 30 s with staining solution (hematoxylin and eosin (H&E) Staining Kit Plus, Molecular Machines and Industries, MMI), followed by an immediate stop of the reaction by decanting the stain and washing the slides in nuclease-free water for 30 s. After additional washing steps with iso-propanol (45 s) and xylene (twice for 2 min each), the slides were briefly air-dried. Using an inverted light microscope (Nikon Eclipse Ti) equipped with a CellCut laser microdissection system (MMI), regions of interest (somatosensory and motor cortex) were marked via CellTools v4.4 software (MMI) and cut out as quickly as possible to ensure sufficient RNA quality. Cutting was performed with a ultraviolet laser and tissues from different cortical areas were collected in separate isolation tubes. RNA was isolated from the laser-assisted microdissected tissue using the High Pure formalin-fixed, paraffin-embedded (FFPE) RNA Micro Kit (Roche) according to the manufacturer’s protocol. To determine RNA quality and quantity, 1 µl total RNA was loaded on Agilent RNA Pico Chips and analyzed using an Agilent 2100 Bioanalyzer. For each FFPE-derived sample, the electropherogram was plotted and the DV200 was calculated using 2100 Expert software.

### Microarray of laser-microdissected tissue

RNA (2 ng) isolated from laser-assisted microdissected tissue (somatosensory as well as motor cortex derived from four control and four d10 microglia-depleted mice) was transcribed, amplified and labeled using the GeneChip WT Pico Reagent Kit (Affymetrix) according to the manufacturer’s instructions and subsequently hybridized to a GeneChip® Mouse Gene 2.1 ST 16-Array Plate (Affymetrix) according to the manufacturer’s protocol. For microarray processing (washing, hybridization, signal detection), a GeneTitan® instrument (Affymetrix) was used. The raw data were processed by the Affymetrix Gene Chip Command Console (AGCC) and normalization was performed using the Affymetrix Expression Console (EC). Additionally, quality control was done with the EC by calculating several metrics (AUC, PM-mean, BG-mean, MAD, RLE, spike-ins). After quantile normalization, the data were exported to CHP files, which can be read by the Affymetrix Transcriptome Analysis Console (TAC).

### Statistical analysis

Prism GraphPad software was used for statistical analysis; unpaired two-tailed *t*-test was used for comparing two groups, one-way analysis of variance (ANOVA) with Tukey’s post-hoc test for multiple group comparisons and log-rank test for survival curves. The *p* values of less than 0.05 at 95% confidence intervals were considered significant.

## Electronic supplementary material

Supplementary Information

Peer Review File

## Data Availability

The datasets included in this study are available from the corresponding author upon reasonable request. The RNA-Seq and microarray data has been deposited in GEO (accession numbers: GSE104634 for microarray, GSE115447 for RNA-Seq).

How the deposited data were processed for this re-analysis (not part of the article)

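Cortical RNA of 3 mice 10 days after microglia depletion (A4, A5 and A6) and 3 littermate control mice (A1, A2 and A3) was compared, as in Fig. 3. The labels give the group of each mouse, and they give no litter, batch or date. All 6 columns of the table were used.

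The authors made libraries with poly(A) selection, sequenced 75 bp paired-end reads, aligned them with TopHat and quantified genes with RSEM on known transcripts. The table the authors deposited holds FPKM values per gene and mouse, scaled between libraries with TMM factors and rounded to 2 decimals. The paper's text does not name the genome build, the annotation or the versions of these tools. According to the paper's methods, the authors tested raw counts with DESeq at an adjusted p-value under 0.1. The legend of Fig. 3a names DeSEQ2 and TMM normalized values instead. Raw counts were not used here, so that test was not repeated.

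Of 23366 genes in the table, 4451 were at 0 in every mouse, and the 14385 with a mean of at least 0.5 FPKM over the 6 mice were tested. The values were taken to log2(FPKM + 1), and the groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend of the variance on the mean), with Benjamini-Hochberg adjustment and a threshold of 0.1. No covariate or block was used. Gene lists were compared with camera on the same fit, with a preset correlation of 0.01, for the 25 of 27 lists with at least 5 genes tested; genes of a list were also adjusted over the list alone. Single genes of Fig. 3d were compared by an exact two-sided permutation test of the difference in means, for which 3 mice against 3 give no p-value below 0.1. The mice were clustered by average linkage on 1 minus the Pearson correlation.

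The choice of tests, the threshold, the filter, the lists for pathways and cell types, and the alternatives were set before the data were examined, apart from the GC-content correction and the lists of pituitary, hypothalamic, midbrain and X-linked genes. The genes named in the text were chosen by a rule set at the same time: the genes the paper names for these data, the DE genes with the largest changes whose groups do not overlap, the genes of each list with the largest and the smallest log2 fold change, the genes of the sorted microglia that the paper names, and genes of the proteins stained in the paper. Ndufs5, Gm13308, Ccl27a, Gng2, Saysd1, Nid2, Hcrt, Pmch, Agrp, Mbp and Folr1 were added after their values were seen.

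Alternatives were a pseudocount of 0.1, no filter, a minimum mean of 1 FPKM, rescaling to TPM, median-of-ratios scaling, quantile normalization, eBayes without trend, robust eBayes, array weights, a threshold of 0.05, leaving out each mouse in turn, camera with an estimated correlation, fry, lists without the genes the paper names, and the GC-content correction. Every split of the 6 mice into 3 and 3, 10 in all, was fitted the same way. Rescaling changed the median log2 fold change of all genes by less than 0.01.

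The number of fragments behind each mouse's FPKM values was estimated from low values, which are whole multiples of what 1 fragment is worth for a transcript of known length. The estimate used 1957 genes with a single annotated transcript, from 400 to 1500 bases long. On 3 simulated libraries its largest error was 0.402%. The estimates were 14.9, 20.4 and 18.2 M in A1, A2 and A3, and 13.8, 7.12 and 11.2 M in A4, A5 and A6; the bootstrap 95% interval of A5 ran from 7.08 to 10.7 M. The deepest library was 2.87 times the shallowest. The paper gives 30 M reads per sample, and does not say whether the 2 reads of a pair are counted singly; if they are, its number of fragments is smaller and nearer to these estimates.

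Positions, transcript sequences and GC content came from GENCODE M21 (GRCm38), matched by symbol: 23006 of the 23366 genes were matched, 1274 of them through an older symbol, and 99.1% of the genes tested had a GC value. Windows of 75 bases shared between annotated transcripts served to find genes whose reads could be split.

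The limma fit was tested on simulated data with the control means, the real group sizes and 1 spread per gene for both groups. Of 200 genes changed by 1 on the log2 scale, 162 were called (81%), all in the right direction. There were 7.95% false calls, and 0 genes were called with no gene changed. Genes varied independently, and the changed genes had control means above 1 on the log2 scale. Correlated genes and a larger spread in depleted mice were not simulated, so the 81% does not carry over to the real data. There, 0 of the 46 interferon genes passed over all genes tested, at a median log2 fold change of 1.17. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, Biopython 1.88 and matplotlib 3.10.9 were used for the other steps. The pathway and regulator predictions, the microarray and the Nanostring data of the paper were not analysed here.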

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

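All tests in this part, apart from the count of splits of the mice over the DE genes, were chosen after the results were seen.

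The paper does not discuss the 4 genes that passed the threshold in the FPKM values, each of which was above its level in the control mice. 1 of the 10 splits of the 6 mice into 3 and 3, the real one, gave as many as 4 DE genes; the other 9 splits gave at most 1, and from 326 to 605 genes at an unadjusted p-value under 0.05 against 1515. With 10 splits the share cannot go below 0.1, so a chance split of the mice cannot be told apart from the condition by this count alone. A segment of the genome carried along with the iDTR allele, which the depleted mice have and the control mice lack, would place these genes near it, but 0 of the 4 lie on chromosome 6, where iDTR alleles sit.

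Gm20878 and Gm21586 had a mean of 5.68 FPKM each in depleted mice and were listed at 0 in all 3 control mice. Reads shared among identical copies may account for this. Gm13308, a copy with the same 264 bases, had 7.97, 13.2 and 6.26 FPKM in A1, A2 and A3 and 1.11, 0 and 2.15 FPKM in A4, A5 and A6, and the summed FPKM of the 3 genes rose by a log2 ratio of 0.45, with mice of the groups overlapping (exact two-sided permutation test, p = 0.3). With 3 mice against 3 this test cannot go below 0.1, so a rise of the sum is not excluded. Reads moved between copies of unlike length would also change a sum of FPKM. With Ccl27a, which shares 262 of these bases, added to the sum, the log2 ratio was -0.10 (exact two-sided permutation test, p = 0.6). In control mice Ccl27a alone had a mean of 113 FPKM, against 9.14 for the other 3 genes together. This larger sum therefore mainly follows Ccl27a and cannot show whether the 3 copies rose. What remains open is why reads went to Gm13308 in every control mouse and mainly to its copies in every depleted mouse; a variant that differs between the groups or a difference in how the libraries were quantified was not tested. No biological explanation was tested.

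BC002163 had a mean of 47.4 FPKM in depleted mice, against 0.0767 in control mice. A candidate explanation is that reads of Ndufs5 were assigned to this near-identical pseudogene: Ndufs5 was lower in each depleted mouse, most in A5, where BC002163 was highest. The sum of both had a log2 ratio of -0.11 (exact two-sided permutation test, p = 0.2). This test cannot go below 0.1 with 3 mice against 3, and reads moved between transcripts of unlike length would not keep the sum constant. The sum therefore cannot decide. A sequence variant in the Ndufs5 of the depleted mice that favours the copy stays open, as does a change of the pseudogene itself, since reads were not examined.

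2700060E02Rik rose by 0.70 on the log2 scale in depleted mice, and from 0.66 to 0.74 with 1 mouse left out, with adjusted p-values from 0.00568 to 0.252 in limma over the alternatives. Reads lost from exactly shared sequence cannot be the whole cause. Of the gene's 75-base windows, 10.2% occur in Gm10704. Losing every read of these in 1 group would change the gene by 0.15 on the log2 scale. Reads gained from Gm10704, or shared through near-identical sequence, were not examined and stay open. The overlapping end of Nid2, at no more than 0.74 FPKM in any mouse, could not supply the difference. Its neighbours Gng2, with a log2 fold change of 0.60 (adjusted p = 0.152 in limma), and Saysd1, with 0.32 (adjusted p = 0.463 in limma), were also higher, and among the 30 other genes tested within 2 Mb these 2 alone were higher, and 1 was lower, at an unadjusted p-value under 0.05. A segment of chromosome 14 that differs between the groups is a candidate explanation. Among the 50 genes with the smallest p-values there was 1 such pair of neighbours changed in the same direction, and a share of 0.0871 of random draws gave as many, so this cannot be told apart from chance. An effect of microglia depletion on the gene stays open as well.

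In depleted mouse A4, the Y-linked genes Eif2s3y, Ddx3y, Kdm5d and Uty were at 3.47, 1.09, 0.68 and 0.32 FPKM and summed to 5.56 FPKM, against at most 0.16 FPKM in any other mouse, control mice included. The paper states that the mice were sex-matched and does not report on these genes. A male mouse among females would lack Xist, which stood at 30.9 FPKM in A4. RNA from a male mouse mixed into the sample may be the source: Xist in A4 was 0.726 times the mean of the 4 other mice with high Xist, but a single library with no male sample beside it cannot decide, and a mixture cannot be told apart from an XXY mouse. A4 was also the mouse with the highest interferon list median and the one that clustered apart; whether these are linked to the Y-linked transcripts was not tested.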

How the results depend on the processing

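The count of 4 DE genes, all upregulated, was the same with a pseudocount of 0.1, a minimum mean of 1 FPKM, rescaling to TPM, median-of-ratios scaling, quantile normalization, a threshold of 0.05 and the GC-content correction, which was chosen after seeing the data, and these settings called the same 4 genes. Without a filter and with robust eBayes it was 3 of them, without BC002163, and eBayes without trend gave 2, Gm20878 and Gm21586. Array weights gave 20 DE genes, 13 upregulated and 7 downregulated, among them the 4. Across the 6 fits that each left out 1 mouse, the count ran from 2 to 29 DE genes, from 2 to 22 upregulated and from 0 to 7 downregulated; the count was 29 without A5 and 8 without A6, each with the 4 genes among them, and 2 without A1. The cause of these changes was not tested. No paired analysis was possible because the control and depleted mice share no replicate number, litter or batch in the labels.

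For the 9 genes of Fig. 3d, the groups stayed apart after rescaling to TPM, median-of-ratios scaling and quantile normalization.

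The number of gene lists with an adjusted p-value under 0.1 was 15 with camera's preset correlation, from 14 to 17 with 1 mouse left out, 0 with the estimated correlation and 1 with fry. The median log2 fold changes of the type I interferon response (1.17), MHC class I antigen presentation (0.52), pattern recognition receptor (0.17) and complement (0.11) lists stayed above 0 under every alternative, but lost their calls with the estimated correlation and with fry; the cause was not tested. With 1 mouse left out they ran from 0.56 to 1.46, from 0.29 to 0.76, from 0.078 to 0.29 and from 0.053 to 0.19; the lowest value in each was without A4, where the pattern recognition list lost its call, and the complement list lost its call without A2, at 0.078. The homeostatic microglia list, at 0.034, turned to -0.018 with array weights and ran from -0.029, without A4, to 0.11.

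Other values near 0 changed direction, and the cause was not tested. Array weights gave 0.0038 for the neuronal list, 0.0096 for the striatal list, 0.0037 for Ifnar1, which is also the median of the list of interferon ligands and receptors, of which no ligand was tested, -0.096 for Oas3, 0.017 for Canx, -0.026 for Dcn and -0.018 for Lamp2. That list was at -0.0027, at 0.036 without a filter and at 0.0016 with median-of-ratios scaling, as was Ifnar1. Quantile normalization gave -0.017 for Igf1, -0.025 for Oas3 and 0.0032 for Mal. Oas3 was at -0.080 with a pseudocount of 0.1 and at -0.030 after rescaling to TPM. The GC-content correction gave -0.0040 for Dcn, 0.0083 for Egr4 and 0.042 for Rbfox3.

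Leaving out 1 mouse at a time, these ran through 0: the list medians of neurons from -0.072 to 0.015, blood from -0.97 to 0.13, immediate early genes from -0.17 to 0.37, striatum from -0.23 to 0.060, genes lower in sorted microglia from -0.020 to 0.091, and interferon ligands and receptors from -0.021 to 0.056; and the genes Ifnar1 from -0.037 to 0.056, Igf1 from -0.059 to 0.091, Oas3 from -0.23 to 0.12, Canx from -0.10 to 0.073, Itgam from -0.16 to 0.043, Ccl3 from -0.59 to 0.18, Serping1 from -0.37 to 0.18, Mal from -0.039 to 0.036, Dcn from -0.040 to 0.10, Egr4 from -0.58 to 0.014, Csf1r from -0.17 to 0.039, Mavs from -0.22 to 0.039, Tgfb1 from -0.063 to 0.37, Tgfbr1 from -0.098 to 0.032, Smad3 from -0.038 to 0.15, Entpd1 from -0.057 to 0.17 and Lamp2 from -0.060 to 0.16. Without A4 the blood, striatal and immediate early gene lists and Oas3, Tgfb1, Canx and Lamp2 lay on the other side of 0.

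Depth limits what can be said of genes near 0: A5, with about 7.12 M fragments, had 7144 genes at 0 against 5834 in A1.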

Differences from the paper's values

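The paper's count of 163 DE genes stands against 4 in the FPKM values with limma at the same threshold. The paper's 97 upregulated genes stand against 4, and its 66 downregulated genes against 0. None of the 16 alternatives to this setting that were set before the data were examined closed any of these gaps: they gave from 2 to 29 DE genes, from 2 to 22 upregulated genes and from 0 to 7 downregulated genes, and the highest counts came without depleted mouse A5, with array weights also giving 7 downregulated genes. At an unadjusted p-value under 0.05, 1515 genes differed. The 18 group means read by eye from Fig. 3d were within the spread between mice or within 1.5 times of those computed here. Single points in Fig. 3d lay elsewhere than the values computed here: read by eye, the lowest depleted mouse was at about 1.7 FPKM in Fig. 3d for Clec7a, against 0.74 here, and at about 4.1 FPKM in Fig. 3d for Ccl5, against 2.10 here, and the highest depleted mouse was at about 4.4 FPKM in Fig. 3d for Oas1a, against 6.39 here.

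None of the 19 genes tested of those that the paper names had an adjusted p-value under 0.1 in limma, where the smallest was 0.172, for Scand1. Array weights called Ccl5 and Scand1, and the fit without A5 called C1qa, Ccl5, Clec7a, Igf2 and Scand1; no other alternative called any gene that the paper names.

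The text gives Igf1 as downregulated, while Fig. 3d shows Igf2. In the FPKM values the log2 fold change of Igf1 was 0.0069 (adjusted p = 0.991 in limma, from 0.906 to 0.995 over the alternatives) and that of Igf2 -0.66.

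Fig. 3a shows the mice parting by group over the paper's DE genes. Over the 14385 genes tested here, depleted mouse A4 parted from the other 5 mice in each scaling, filter and pseudocount tried; without A4, depleted mouse A6 parted from the other mice. Over the 4 DE genes found here the mice parted by group, which follows from the choice of genes that differ between the groups.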

Other observations

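Of the tests in this part, those on microglia number, leptomeningeal tissue and a single mouse were written down before their results were seen, and the others after.

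The interferon response did not rest on A4 alone. That explanation would take the median of the type I interferon response list to 0 without A4, and it stood at 0.56, with the other depleted mice, at 0.47 and 0.64, above the 3 control mice, which lay between -0.11 and 0.06. In none of the other 9 splits of the mice was the median as large, with 0.86 the largest. With 10 splits the share cannot go below 0.1, so this ranking alone cannot tell the condition from a chance split. The number of lists past the threshold in camera is no guide here: 5 of the 10 splits gave as many as 15 lists, from 7 to 18 in the other splits, so that count cannot be told apart from a chance split of the mice. The medians of the MHC class I, phagosome, pan-microglia, oligodendrocyte, endothelial, leptomeningeal and choroid plexus lists and of the genes higher in sorted microglia were also larger in the real split than in any other, whereas those of the complement and pattern recognition lists were reached in 5 and 8 of the 10. The same limit holds for these lists, and some margins were small, such as 0.52 against 0.49 for MHC class I and 0.50 against 0.48 for pan-microglia.

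Fewer microglia would lower all their markers, unless the level per cell rose. The median log2 fold change of the 15 pan-microglia markers was 0.50, with 13 higher, and 0.34 without A4. This argues against fewer microglia as the whole cause of lower Fcrls and P2ry12, but markers that rose per cell could hide a fall in number. Itgam and Cyth4 were at -0.069 and -0.040. A rise as a set was not shown with fry (p = 0.132) or an estimated correlation in camera (p = 0.145). Aif1, the gene of Iba1, rose by 0.74 and Ctss by 1.07 on the log2 scale. A lower level per microglial cell stays open, and it was not tested.

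Less leptomeningeal tissue in the depleted samples may have lowered Igf2. The median of the 15 other leptomeningeal markers was -0.24, with 14 lower and no other split as large, but a fall as a set was not shown with fry (p = 0.269) or an estimated correlation in camera (p = 0.308), and Dcn did not fall, at 0.026. Without A6 the median of all 16 markers was -0.094. Tissue share and regulation of Igf2 cannot be told apart by these values.

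All 11 choroid plexus genes tested were lower in depleted samples, with a median log2 fold change of -0.43, from -0.18 for Sostdc1 to -1.91 for Ttr. Less choroid plexus tissue in the depleted samples is a candidate explanation, as the 10 markers other than Ttr also fell as a set (unadjusted, fry, p = 0.00265, and camera with an estimated correlation, p = 0.0106). Adjusted over the 25 lists, the whole list had p = 0.0682 in fry and 0.242 in camera with an estimated correlation. That correlation was 0.030, so the genes of the list hardly moved together within the groups. The groups did not overlap in Ttr, Aqp1 and Prlr. In Folr1, Kcnj13, Clic6, Kl, Sostdc1, Otx2, Calml4 and Enpp2, however, a depleted mouse was within the range of the control mice, such as A6 at 1.61 FPKM in Folr1. GC content is excluded as the cause, since the median was -0.43 after the correction. A lower expression in the choroid plexus after depletion stays open, and it was not tested.

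Abca2, Scand1 and Nrgn, at -0.27, -0.57 and -0.33 on the log2 scale, are rich in GC, with 57.5%, 68.4% and 58.6%. Across the 14258 genes with a GC value the log2 fold change fell with GC content (Spearman's rho -0.223 across genes, which are not independent replicates). Its median went from 0.013 in the 10% of genes lowest in GC to -0.13 in the 10% highest. Mouse by mouse, the correlation of the deviation with GC content was 0.120, -0.010 and 0.351 in A1, A2 and A3. It was -0.098, -0.088 and -0.121 in A4, A5 and A6, so the trend rests in large part on control mouse A3. GC content may therefore account for part of these differences: after the correction the log2 fold changes were -0.19, -0.35 and -0.24, with a median of -0.24, and as none had passed the threshold with or without it, the rest cannot be told apart from a bias that the correction missed.

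Pparg lies 2.29 Mb from the locus of iDTR alleles, so a segment carried along with the allele may raise it. Within 10 Mb of the locus, 17 of 122 genes had an unadjusted p-value under 0.05 (13.9%, against 10.5% of all genes; Fisher's exact test, p = 0.233), which leaves open whether Pparg changed with the allele or with depletion; the design gives the allele to every depleted mouse, so the 2 cannot be told apart.

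Control mouse A3 had 3549 FPKM of Prl, 1191 of Gh, 269.0 of Pomc and 159.0 of Cga, against at most 30.9, 10.8, 9.42 and 0.81 FPKM in any other mouse. Pituitary tissue in this sample is a candidate explanation, as 11 of 12 genes of pituitary hormones and their regulators were highest in A3, 7 of them at 10 or more times the highest other mouse. Without A3 there were still 4 DE genes, of which 2 were shared with the 4 of all mice.

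The same mouse A3 had Xist at 11.8% of the mean of the other 5 mice. Male tissue is excluded, as its 4 Y-linked genes summed to 0 FPKM. Loss of 1 X chromosome in a share of its cells may explain it. The 8 genes expressed from both X chromosomes had a median log2 difference of -0.30 from the other mice, against 0.0044 for 485 other X-linked genes. A share of 1e-04 of 10000 random sets, the smallest they can give, was as low. Of these 8 genes, 5 were lowest in A3, while Ftx, Pbdc1 and 5530601H04Rik were within the range of the other mice. No biological explanation from the design was tested.

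Transcripts of hypothalamic peptides occurred in every mouse, with at least 8.12 FPKM of Hcrt and 31.0 of Pmch, and 9 of 12 hypothalamic and 5 of 5 midbrain genes were above 0 in all 6. Oxt and Avp were at 22.82 and 10.87 FPKM or more in every mouse. Tissue from outside the cortex may be in these samples. The levels of Hcrt, Pmch, Oxt and Avp argue against low expression in the cortex for these genes. Agrp, Ghrh, Kiss1, Otp, Sim1 and Nkx2-1 were at no more than 4.26 FPKM in any mouse. For them, and for Cartpt, Trh and Th, which the cortex may express, the explanations cannot be told apart without a sample of cortex alone. Agrp rose from 0.147 to 2.16 FPKM and Hcrt fell from 22.2 to 10.2 FPKM (adjusted p = 0.270 and 0.293 in limma). Their log2 fold changes were 1.42 (standard error 0.24) and -1.06 (standard error 0.20). Of the 12 hypothalamic genes, 2 were higher and 2 lower at an unadjusted p-value under 0.05 in limma. The others besides Agrp and Hcrt were Nkx2-1, at 0.88, and Pmch, at -0.45, with mice of the groups overlapping in both. A changed share of hypothalamic tissue would move these genes in the same direction, so the opposite changes argue against it as the only cause. A different part of the hypothalamus and a response to depletion cannot be told apart by Agrp and Hcrt. These 2 genes were picked after their values were seen, and Agrp was near 0 in the control mice.

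The other cell-type lists had these median log2 fold changes. All 16 oligodendrocyte genes were lower, at -0.24, with 8 adjusted over the list alone; Cnp fell by 0.31 and Mbp by 0.20, while Mal was at -0.011 and turned positive without A2 and without A5. The astrocyte list was at -0.14, or -0.070 without A1, and the list of reactive astrocytes at 0.27, or 0.12 without A4, with Gfap at 1.00, or 0.54 without A4. The endothelial list was at 0.12, or 0.077 without A1, the layer IV neuron list at -0.094, or -0.044 without A4, with 2 of 8 genes higher, the striatal list at -0.15, the list for thalamus and hippocampus at -0.15, or -0.045 without A4, the monocyte list at 0.26, or 0.17 without A4, the immediate early gene list at 0.11 and the blood list at -0.36, both on the other side of 0 without A4, as was the striatal list. Of the genes the paper names in sorted repopulated microglia, the 9 that rose there had a median of 1.17 here, or 0.69 without A4, and the 6 that fell there had a median of 0.048, or -0.020 without A4. The genes that the paper names for these data had a median of 0.74, or 0.42 without A4.

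Principal component analysis placed 40.7% of the variance between mice on a component along which A4 lay at -37.8 and the other 5 mice between 0.562 and 14.0.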
